A study of Mus musculus with 4 samples.

How the data were processed

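Total RNA from 4 mouse cell cultures was analysed, 2 of proliferating iMOP cells and 2 of neurons derived from them. iMOP cells are an immortalized line of multipotent progenitors of the inner ear. Per the labels' protocols, the proliferating cells grew with basic FGF at 20 ng/ml and the neurons grew in another medium with the kinase inhibitor K03861 at 1 µM. Per the labels' protocols, an NEBNext kit was used to remove ribosomal RNA from an input of 500 ng, libraries were made with a Takara SMARTer stranded kit, and 8 pooled libraries were sequenced on a NovaSeq with paired reads of 150 bases. The 4 other libraries of that pool were not analysed here. The number of read pairs that the labels give for the pool is far above the deposited totals, and how reads were lost or left out is not stated, so depth here means the counts in the tables.

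The authors deposited raw counts per gene and RPKM values for each library. The aligner, the counting tool, the use of strand, the treatment of reads with several matches, the genome build and the annotation are not stated in the labels or the file headers. Each library has 49997 gene symbols, and 49997 of them have an entry in the RefSeq table of mouse GRCm38.p6. Since no build is named, no coordinates are given. The deposited RPKM of each gene equals its deposited count divided by the total of the count column, 18S row included, and by one length per gene. That length was recovered from the ratio of the authors' counts to their RPKM values. It came close to the summed length of all RefSeq transcripts of a gene, so the RPKM level of a gene with many transcripts is understated while its ratio between libraries is not affected. All 37 genes of the mitochondrial genome are listed at 0 counts in all 4 libraries, so these genes say nothing about the cells. Counts without molecular identifiers are not independent molecules, and the intervals given cover counting error only.

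Groups and replicate numbers were taken from the sample titles. The main test was edgeR 4.0.16 in R 4.3.3 with TMM factors, the gene filter filterByExpr (minimum count 10, minimum total 15), estimateDisp, glmQLFit and glmQLFTest with the group as the single term, on all 4 libraries. Calls are genes with a Benjamini-Hochberg adjusted p-value under 0.05, two-sided. The filter kept 12783 genes. CPM values use the TMM-adjusted library size, and SD is over the 2 libraries of a group. The SE of an edgeR log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. This SE was derived from the test and is not the spread of the 2 libraries. With 2 libraries against 2, an exact permutation of one value cannot give a two-sided p under 0.333, so no permutation tests of single values were made. Fold changes within a replicate pair are differences of log2 CPM with a prior count of 2 and have no test.

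The titles of both replicate 2 libraries carry the words set 2, and those of replicate 1 do not. The replicate numbers were therefore taken to mark a shared set, although what a set is (a batch, a day or a culture) is not stated. Deviations from the group means of same-numbered libraries correlated across genes with r = 0.33. The fit with the replicate number as a block was an alternative chosen beforehand.

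Lists of genes were fixed before the data were examined, 10 in all: chromatin architecture, CHD remodeller, neuronal, otic neuron lineage, otic progenitor, cell cycle, FGF response, Notch target, hair cell and glial genes. Lists with at least 3 tested genes were tested with camera in limma 3.58.1 on log2 CPM, with a preset correlation of 0.01, two-sided, and adjusted over 9 lists. fry and camera with an estimated correlation were run beside it. The latter has 2 residual degrees of freedom, so camera was also run with each estimate entered as a fixed value (negative estimates as 0). Any gene of these lists could be named. The rule also allowed the 5 largest changes each way among called genes, of which there were none, and the 3 genes with the most counts in each library. Other genes that are named were chosen after their values were seen, and the text says so. Trends with transcript length and GC content use the GENCODE transcripts of mouse release M21, matched by symbol for 11597 of the tested genes (90.7%).

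Alternatives chosen beforehand were RLE size factors, library size without a scaling factor, DESeq2 1.42.0, no gene filter (at least 1 count in any library), a filter of CPM of at least 1 in at least 2 libraries, limma-trend on log2(RPKM + 1) and log2(RPKM + 0.1), the replicate block and leaving out each library in turn. Alternatives added after seeing the data were a correction for GC content (a lowess of each library, span 0.3), that correction with the replicate block, leaving out the 18S row, a mean count of at least 50, glmQLFit with legacy = FALSE, the fixed estimated correlation of the lists, and lengths implied by the RPKM values. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 was used for the remaining values.

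The methods were tested on simulated counts for 12783 genes, with the means and library sizes of these libraries and 200 changed genes in each of 5 simulations of neurons against proliferating cells. With every gene's dispersion on the fitted trend, the edgeR test called 88.8% of 16-fold changes, 18.4% of 4-fold changes and 0.977% of 2-fold changes. It called 8 of 59358 unchanged genes. In simulations added after the real result was seen, dispersions of single genes were scattered around the trend with the prior degrees of freedom of the real fit, 5.38. With the mean dispersion kept on the trend, the biological coefficient of variation of the simulated counts was 0.437 (median), against 0.456 in the real libraries. The test then called 112 of 308 16-fold changes (36.4%), 2 of 308 4-fold changes and 8 of 59703 unchanged genes. With scatter that also raised the mean, that coefficient was 0.546, above the real one, and the test called 0 of 303 16-fold changes and 0 of 59301 unchanged genes. Over 12783 genes, the median number with an unadjusted p-value under 0.05 was 720 and 675 in these simulations, against 438 in the real libraries. The counts behind these rates of calls held no shared effect of the replicate number and no GC trend. The rates may therefore not hold for the real libraries. camera called the one list given a 4-fold change in 5 of 5 simulations and 0 other lists. Genes were simulated independently of each other. The simulations therefore cannot show how often camera wrongly calls a list whose genes vary together. The GC correction brought a simulated GC trend of rho 0.715 to -0.00294.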

Results

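The series compared proliferating iMOP cells with neurons derived from them, in a study whose title concerns the chromatin remodeller CHD7 at the boundaries of topologically associating domains during neuronal differentiation. Stranded RNA sequencing after ribosomal RNA depletion gave 4 libraries, 2 per group. The proliferating cultures received basic FGF at 20 ng/ml. The neuron cultures received K03861, an inhibitor of the cell cycle kinase CDK2, at 1 µM.

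The total count was 7446361 in proliferating replicate 1, 10377984 in proliferating replicate 2, 9474127 in neuron replicate 1 and 14484011 in neuron replicate 2. These totals are counts in the tables. Per the labels, the sequenced pool held far more read pairs, and what became of the others is not stated. One row, the 18S ribosomal RNA gene Rn18s-rs5, held most of these counts. Its share was 53.3% in proliferating replicate 1 (95% Wilson interval 53.30% to 53.37%) and 59.4% in neuron replicate 1 (59.32% to 59.39%). In the replicate 2 libraries it was 74.99% for proliferating cells (74.96% to 75.02%) and 76.1% for neurons (76.08% to 76.12%). The share thus separated the replicate numbers rather than the groups. Without this row, 3474760 and 2595578 counts remained for the proliferating replicates 1 and 2, and 3850766 and 3461544 for the neuron replicates. Protein-coding genes held 53.1% and 46.3% of these counts in the proliferating replicates 1 and 2, and 45.6% and 45.7% in the neuron replicates. Small nucleolar RNA genes held 20.4% to 24.3% of them. The next most abundant rows included the small nucleolar RNA gene Rnu3a, with 125706 to 203597 counts in the 3 libraries where it ranked among the top 3, and AY036118, with 128093 to 153393 counts in the same libraries. These genes belong to repeated families or resemble ribosomal RNA, and how reads with several matches were counted is not stated, so their levels are uncertain.

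**Figure D1:**
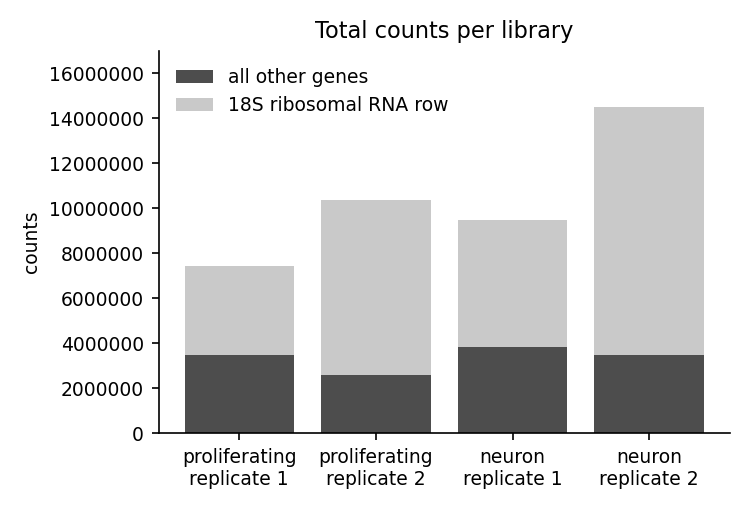
Total counts per library (vertical axis, counts, starting at 0) for the 4 libraries, with the 18S ribosomal RNA row in light grey and all other genes in dark grey. The dark part lies between 2595578 and 3850766 counts in every library, while the totals range from 7446361 to 14484011 counts.

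At least 1 count was found for 21605 genes in proliferating replicate 1, 17762 in proliferating replicate 2, 21637 in neuron replicate 1 and 20012 in neuron replicate 2. The depth of counts did not account for the low value of proliferating replicate 2: after all libraries were thinned to 2500000 counts without the 18S row, the means were 20640, 17668, 20338 and 19084 genes in the same order. Across the 12783 tested genes, log2 CPM of proliferating replicate 1 correlated with that of neuron replicate 1 at r = 0.918 and with neuron replicate 2 at r = 0.905. Its correlation with proliferating replicate 2 was lower, at 0.825. The neuron replicates correlated at 0.896 and the replicate 2 libraries at 0.852. Genes are not independent replicates, and these values describe the libraries. The spread between the proliferating replicates therefore exceeded the distance between the groups within replicate 1.

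The comparison of neurons with proliferating cells asked which genes change during differentiation. In the edgeR quasi-likelihood test, 0 of 12783 genes were called higher and 0 lower at an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.11. At an unadjusted p-value under 0.05 there were 438 genes, 117 higher and 321 lower in neurons, against 639 that chance alone would give if no gene changed. With the replicate number as a block there were 790, 345 higher and 445 lower, which is above that number. The biological coefficient of variation was 0.456. Counts of genes with at least a 2-fold change were also 0 in each direction. The alternative that moved these counts most was leaving out the gene filter, with 41 genes higher and 122 lower of 25859 tested. In the blocked fit, 3 genes were called, all lower in neurons, and 0 higher. They were Egr1 (adjusted p-value 0.0111), Gfap (0.0158) and Slc6a11 (0.0111). Slc6a11 is in none of the fixed lists and was chosen after its values were seen.

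These genes were lower in both neuron libraries. Egr1 had 407 and 215 counts in the proliferating replicates 1 and 2 and 8 and 7 in the neuron replicates. Its level fell from 31.3 ± 3.07 CPM to 0.693 ± 0.0288 CPM (SD, n = 2 each), a log2 fold change of -5.47 with SE 0.57, and its edgeR adjusted p-value without the block was 0.11. Gfap had 181 and 89 counts in the proliferating replicates and 1 and 2 in the neuron replicates, a 99.8-fold difference with a 95% counting interval of 33.8 to 487. Slc6a11 had 221 and 143 counts in the proliferating replicates and 0 in both neuron replicates. Against the limit that a count of 0 allows (3 counts), it was at least 59.4-fold lower in neurons.

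The gene in the study's title did not differ detectably between the groups. Chd7 had 1305 and 746 counts in the proliferating replicates 1 and 2, and 1559 and 1201 in the neuron replicates. Its level was 104.1 ± 4.41 CPM in proliferating cells and 126.8 ± 6.15 CPM in neurons (SD, n = 2 each). The log2 fold change was 0.28 with SE 0.42 and an edgeR adjusted p-value of 0.9998. The difference within the replicate 1 pair was 0.29 and within the replicate 2 pair 0.28 on the log2 scale. With library size alone as the scaling, which shifted the median of all genes by -0.30, the log2 fold change of Chd7 was 0.00088. The boundary factor gene Ctcf had a log2 fold change of 0.22 (SE 0.46), which was negative with library size alone (-0.05). The cohesin gene Rad21 had one of 0.58 (SE 0.50), with an edgeR adjusted p-value of 0.9998 for both genes. The value of Rad21 was 1.18 without proliferating replicate 1 and 0.16 without proliferating replicate 2. That of Ctcf was 0.0051 without neuron replicate 1 and 0.41 without neuron replicate 2.

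**Figure D2:**
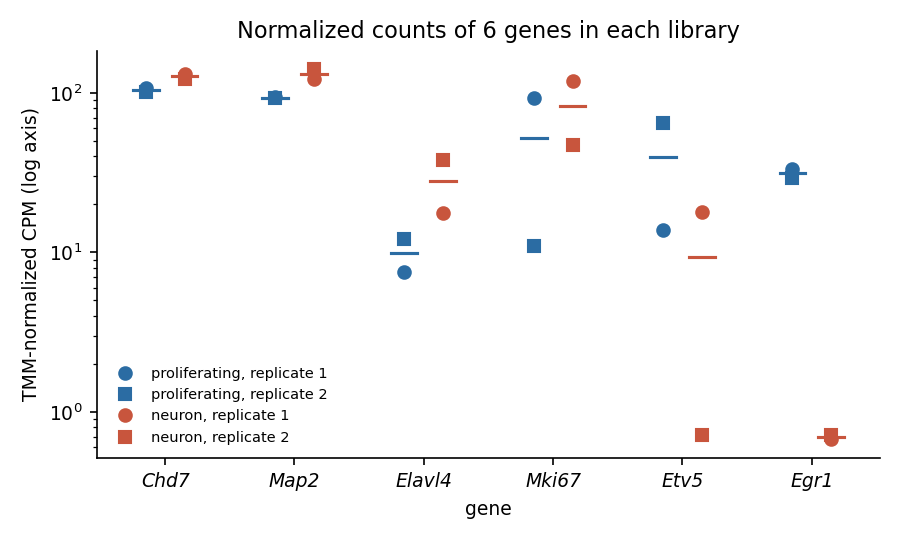
TMM-normalized CPM on a log axis for 6 genes of the fixed lists (horizontal axis) in each library, with circles for replicate 1, squares for replicate 2 and lines at the group means. Chd7 lies at 101 to 131 CPM in all 4 libraries, Egr1 is at 29.1 and 33.4 CPM in proliferating cells and under 1 CPM in both neuron libraries, and Mki67 and Etv5 differ more between replicates than between group means.

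Of the 144 genes in the fixed lists, 106 were tested and 10 had an unadjusted p-value under 0.05. With adjustment over all genes, 0 were called. Adjusted over the list alone, with all lists pooled, 4 were called. Within single lists, the count adjusted over the list alone was 6 for the FGF response genes, 2 for the otic neuron lineage genes, 1 for the glial genes and 0 for the others.

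In the main test the FGF response genes had the lowest list median, a log2 fold change of -2.57 over 12 tested genes, 10 of them lower in neurons. The camera adjusted p-value was 3.8e-10. All 12 genes were lower in neurons in the replicate 2 pair and 8 were in the replicate 1 pair, where the median was -0.73 against -4.04 in the replicate 2 pair. Without proliferating replicate 2 the median was -1.04, and without neuron replicate 1 it was -3.99. Dusp6 had 87 and 274 counts in the proliferating replicates 1 and 2, and 37 and 3 counts in the neuron replicates. Etv5 went opposite ways, with 169 counts in proliferating replicate 1 and 213 in neuron replicate 1 but 480 and 7 in the replicate 2 libraries.

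The glial list had 3 tested genes, all lower in neurons in both pairs, with a median of -1.92 and a camera adjusted p-value of 9.2e-05. Its median was -0.34 in the replicate 1 pair and -4.94 in the replicate 2 pair, and -5.26 without neuron replicate 1. Whether the glial or the FGF response median was the lower one depended on the setting. In the replicate 1 pair Gfap changed by -5.76 on the log2 scale, while Fabp7 changed by -0.33 and Cnp by -0.34. The otic progenitor genes had a median of -0.53 over 7 tested genes, with 5 lower, and a camera adjusted p-value of 0.043. The median was -0.10 in the replicate 1 pair and -1.12 in the replicate 2 pair. Without neuron replicate 1 it was -1.02 and without neuron replicate 2 it was -0.20. Of these, Sox9 had 496 and 429 counts in the proliferating replicates and 320 and 41 in the neuron replicates. The Notch target genes had a median of -0.43 over 6 tested genes, with 4 lower. Their camera adjusted p-value was 0.060, and 0.042 with the replicate block. The median was 0.66 in the replicate 1 pair and -2.20 in the replicate 2 pair, and 0.41 without neuron replicate 2.

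The chromatin architecture genes were called higher in neurons by camera, with a median of 0.55 over 16 tested genes, 15 of them higher, and an adjusted p-value of 0.0066. The cell cycle genes were also called higher, with a median of 0.34 over 26 tested genes, 21 of them higher, and an adjusted p-value of 0.011. Without proliferating replicate 1 these medians were 1.54 and 0.87, and without proliferating replicate 2 they were 0.047 and 0.094. With library size alone, which shifted the median of all genes by -0.30, they were 0.094 and 0.0060. Both lists were called there (camera adjusted p-values 0.0064 and 0.012). Since camera compares a list with the other genes, these calls do not test a shift of all genes. Mki67 had 1133 and 81 counts in the proliferating replicates 1 and 2, and 1408 and 459 in the neuron replicates. Its log2 fold change was 0.66. It was 2.91 without proliferating replicate 1, 1.18 without neuron replicate 2, -0.16 without neuron replicate 1 and -0.17 without proliferating replicate 2. Of the 5 lists called by camera with the preset correlation, the glial list was called under fry (adjusted p-value 0.024) and the other 4 were not (0.55 to 0.64). With an estimated correlation, 0 lists were called (0.38 for the lowest adjusted p-value). That test has 2 residual degrees of freedom, so it also loses calls for lack of them. With each list's estimated correlation entered as a fixed value instead, the FGF response list (camera adjusted p-value 0.0058) and the glial list (0.00015) were called. The chromatin architecture, cell cycle and otic progenitor lists were not (0.42 each). The glial estimate was negative (-0.40) and was entered as 0. The glial call was therefore not tested against a positive correlation.

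The neuronal genes did not differ as a list. Their median was 0.12 over 18 tested genes, 10 higher and 8 lower, with a camera adjusted p-value of 0.86. The median was -0.34 in the replicate 1 pair and 0.45 in the replicate 2 pair, and -0.12 in the fit with the replicate block. It was -1.25 without neuron replicate 2. Elavl4 was higher in both pairs, with 92 and 90 counts in the proliferating replicates and 211 and 373 in the neuron replicates. Its log2 fold change was 1.501 with SE 0.57 and an edgeR adjusted p-value of 0.9998. It was 0.67 with the GC correction, 0.85 without neuron replicate 2, 1.95 without neuron replicate 1 and 0.14 on the log2(RPKM + 1) scale, which understates changes of low values. Tubb3 varied more between replicates than between groups, with 233 and 1430 counts in the proliferating replicates and 342 and 1026 in the neuron replicates. Its log2 fold change of -0.67 became 1.80 without proliferating replicate 2 and -1.88 without neuron replicate 2. The otic neuron lineage genes had a median of -0.38 over 9 tested genes (camera adjusted p-value 0.13), which was 0.54 without neuron replicate 1. In that list 2 genes were higher and 2 were lower in both pairs. Neurod4 was higher, from 21 and 26 counts in the proliferating replicates to 46 and 89 in the neuron replicates. Prox1 was also higher, from 184 and 90 counts to 247 and 318. Ntrk2 was lower in both pairs, from 890 and 241 counts to 49 and 61. Calb2 had 55 and 24 counts in the proliferating replicates and 2 and 1 in the neuron replicates, a 29.2-fold difference with a 95% counting interval of 9.64 to 145. The CHD remodeller genes had a median of 0.28 over 9 tested genes (camera adjusted p-value 0.13), which was -0.16 with library size alone. The hair cell list had 1 tested gene of 10 and was not tested as a list.

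**Figure D3:**
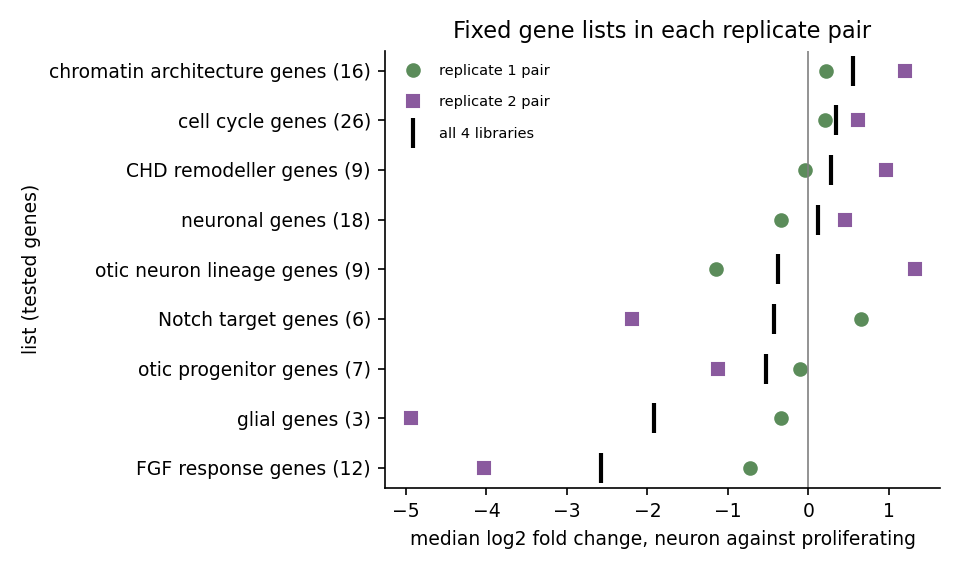
Median log2 fold change of neuron against proliferating libraries (horizontal axis) for the 9 tested gene lists (vertical axis, tested genes in brackets), with circles for the replicate 1 pair, squares for the replicate 2 pair and bars for the fit to all 4 libraries. The FGF response and glial lists are below 0 in both pairs, while the Notch target, neuronal, otic neuron lineage and CHD remodeller lists lie on opposite sides of 0 in the pairs.

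The fold changes of the replicate pairs were weakly related across the 12783 genes, with Pearson's r = 0.185 and Spearman's rho = 0.126, and 54.3% of genes had the same sign. Over the 7295 genes with a mean count of at least 50, the same-sign share was 54.6%, so low counts did not account for it. The log2 fold change had little relation to transcript length across 11597 genes, with rho = 0.068. It was -0.14 in the replicate 1 pair and 0.20 in the replicate 2 pair, and without proliferating replicate 2 it was -0.15.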

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

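The GC correction, the GC correction with the replicate block, the fit without the 18S row, the mean count of at least 50, the legacy = FALSE fit, the estimated correlation as a fixed value and the lengths implied by RPKM were chosen after the data were seen.

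The count of called genes was 0 in each direction, with 438 genes at an unadjusted p-value under 0.05, and it was also 0 with RLE size factors (442 unadjusted), the GC correction (583), the 18S row left out (448), a mean count of at least 50 (221) and legacy = FALSE (473). The filter on CPM kept the same genes and tests nothing. Other settings called genes, each by at least 2-fold, so these numbers hold for both thresholds. DESeq2 called 12 higher and 48 lower, with 1240 adjusted p-values not given. Without a gene filter 41 were higher and 122 lower, in a fit whose prior degrees of freedom were infinite against 5.38, so single genes' dispersions were all taken from the trend. The 60 genes called by DESeq2 were among these 163. Library size alone gave 2 lower, log2(RPKM + 1) gave 1 lower, and log2(RPKM + 0.1) gave 2 lower. These scalings shifted the median of all genes by -0.30, -0.15 and -0.19. The replicate block gave 3 lower, with 790 genes unadjusted (345 higher, 445 lower). The GC correction with the replicate block gave 30 higher and 102 lower, the 3 among them, with 988 unadjusted. Chance alone would give 639, so the unadjusted count without a block lies below that number and the blocked counts lie above it. For the other differences the cause was not tested. Leaving out a library leaves 1 library in a group, and called genes were not counted in those fits. The replicate numbers are then unbalanced between the groups, so differences between replicates enter the fold changes of those fits.

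The calls of the lists were fewer in other list tests. Under fry the adjusted p-values were 0.549 for the FGF response genes and 0.643 for the cell cycle, chromatin architecture and otic progenitor genes. With an estimated correlation they were 0.380 for the FGF response and glial genes and 0.553 for the cell cycle, chromatin architecture and otic progenitor genes. That test has 2 residual degrees of freedom, and the glial list lost its call there with an estimated correlation of -0.40, so correlation is not the cause for that list. With the estimates as fixed values the adjusted p-value was 0.421 for the chromatin architecture, cell cycle and otic progenitor genes, while the FGF response (0.0058) and glial (0.00015) lists were called. The negative glial estimate was entered as 0, so the glial call there was not tested against a positive correlation. The replicate block brought the Notch target list to an adjusted p-value of 0.0419 with a median of -0.90, and turned the median of the neuronal genes to -0.12. The replicate block changed no other call of a list or gene beyond the 3 genes above.

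The otic progenitor list, at an adjusted p-value of 0.043, was no longer called with the 18S row left out (median -0.49), the GC correction (-0.50), the GC correction with the replicate block (-0.56) or log2(RPKM + 1) (-0.63). Over the settings of scaling, filter, unit and block with the preset correlation, its adjusted p-value lay between 0.0079 and 0.133. The Notch target list was called with library size alone (-0.37), log2(RPKM + 0.1) (-1.01) and a mean count of at least 50 (-0.52). The otic neuron lineage list was called lower with DESeq2 (-0.35) and library size alone (-0.57), and its median was 0.35 without a filter. The median of the CHD remodeller genes was -0.16 with library size alone and -0.0121 with log2(RPKM + 1). That of the neuronal genes was -0.39 with library size alone, -0.0562 with log2(RPKM + 1) and -0.12 with log2(RPKM + 0.1). The cause was not tested for these lists.

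Of the named genes, Ctcf changed sign with library size alone (-0.0514), log2(RPKM + 1) (-0.0124) and log2(RPKM + 0.1) (-0.0136). Tubb3 turned to 0.0678 in the GC correction with the replicate block, and Hes5 to 0.0234 in the GC correction. Across the 4 fits that each left out one library, Tubb3 ranged from -1.88 to 1.80, Hes5 from -5.60 to 0.68, Mki67 from -0.17 to 2.91, Rad21 from 0.16 to 1.18 and Ctcf from 0.0051 to 0.41. Ntrk2, Calb2, Spry2 and Dusp6 were called lower with DESeq2, without a filter and in the GC correction with the replicate block. Etv4 was called in the last 2 of these, and Spry4 only without a filter. The log2 fold change of Chd7 lay between 0.00088 and 0.39 over all settings and was not called in any with a test.

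Across the 4 fits that each left out one library, the list medians ranged from -3.99 to -1.04 (FGF response), -2.31 to 0.41 (Notch target), -5.26 to -1.004 (glial), -1.02 to -0.20 (otic progenitor), -1.17 to 0.65 (otic neuron lineage), -1.25 to 0.54 (neuronal), -0.0585 to 1.12 (CHD remodeller), 0.0698 to 0.87 (cell cycle) and 0.0469 to 1.54 (chromatin architecture). The trend with length ranged from -0.15 to 0.17. With 2595578 to 3850766 counts per library outside the 18S row, genes at a few counts, such as Gfap and Slc6a11 in neurons, have fold changes limited by counting. Of the counts outside that row, 45.6% to 53.1% fell on protein-coding genes.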

Other observations

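Tests chosen only after their results were seen were those of the 18S share, of a neuron library labelled as proliferating replicate 2, of exchanged labels, of the GC correction and the fixed estimated correlation on the lists, and of the lengths behind the RPKM values.

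Proliferating replicate 2 lay far from proliferating replicate 1. The SD of their log2 difference over all tested genes was 1.18, against 0.744 between the replicate 1 libraries of the groups. The depth of counts is argued against: thinned to 2500000 counts without the 18S row, the proliferating libraries still correlated at 0.826, against 0.914 for the replicate 1 pair. The 18S share as the whole cause is argued against by neuron replicate 2, which has the larger 18S share and yet differed from proliferating replicate 1 with an SD of 0.817. A neuron library under the wrong label is argued against by the FGF response genes, whose median in proliferating replicate 2 lay 3.52 above the neuron mean on the log2 scale, with 10 of 12 genes above both neuron libraries. GC content explained 38.4% of the variance of the difference over 6834 genes with a mean count of at least 50, but not all of it. After its removal the SD was 0.871, against 0.641 between the replicate 1 libraries of the groups. Differences between the cultures, and an outside sample under this label, were not tested and stay open.

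The difference between the proliferating replicates followed the GC content of transcripts across genes, with rho 0.546. Its median was -1.19 in the fifth of genes with the lowest GC (median 41.6%) and 0.62 in the fifth with the highest (58.0%). The difference between the neuron replicates followed it with rho 0.330, in the direction of the library with the larger 18S share in both groups. Transcript length is argued against, since rho was 0.526 at constant length. A bias of library preparation is consistent with the trend being present both in 10427 protein-coding genes (rho 0.571) and in 370 long noncoding genes (rho 0.391). A biological difference between cultures that affects genes of low GC content in both classes was not tested and stays open.

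The cell cycle genes were lower in proliferating replicate 2 than in replicate 1, by a median of -0.64 over 23 genes with a GC value and a mean count of at least 50. The GC trend is argued against as the whole cause, because that median lay at percentile 0.17 of 10000 random lists matched on GC content and mean count, whose median was 0.13. Genes of this list vary together, so random lists understate the spread of such a list. A difference in proliferation between the cultures may contribute and was not tested.

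The cell cycle genes were not lower in the neuron libraries, although these cultures received a cell cycle kinase inhibitor. In the replicate 1 pair, whose fold changes followed GC content with rho -0.0771, 4 of 26 genes were lower and the median was 0.20. With the GC correction the median over both pairs was 0.38, so the GC trend is argued against as the cause. Exchanged labels in one of the pairs are argued against by the 28 genes that changed by at least 4-fold in opposite ways between the pairs, against 90 the same way. Neuron cultures that still held cycling cells stay open and were not tested.

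The chromatin architecture genes were called higher in neurons by camera. The GC correction lowered the list median from 0.55 to 0.39. With that correction the adjusted p-value was 0.0068 at the preset correlation, so the correction alone did not remove the call. A call at the preset correlation cannot exclude the GC trend as a cause. Without proliferating replicate 2 the list median was 0.047. The correlation between the genes of the list is a candidate explanation for the call: with the estimated correlation of 0.432 entered as a fixed value in place of 0.01, the adjusted p-value was 0.421. Of 1000 random lists matched on mean level, 100% had a lower estimated correlation, although each estimate rests on 2 residual degrees of freedom. The correlation was estimated without the GC correction, so it and the GC trend were not tested apart. Whether the genes change in neurons stays open.

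Neuron replicate 1 kept several genes that neuron replicate 2 had lost. Hes5 had 243 counts in neuron replicate 1 and 3 in neuron replicate 2, Fabp7 had 211 and 9, and Etv5 had 213 and 7. Of 11 genes at 10 CPM or more in both proliferating libraries and at least 8-fold below both in neuron replicate 2, 4 kept over 50% of their proliferating replicate 1 level in neuron replicate 1. Against carried-over proliferating cells, 27.3% of the 11 genes (3) were under 10% of that level, with 9 counts left of 809. Etv5, a gene of the FGF response list, stood at 129% of that level. Progenitors that stayed undifferentiated in the neuron medium, and a culture at another stage of differentiation, were not tested and stay open.

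Genes changing by at least 4-fold the same way in both pairs numbered 90, of which 22 were higher and 68 lower in neurons. Chance agreement is argued against, since 10000 permutations of the replicate 2 pair within deciles of mean count gave 9.997 on average and at most 22. Genes that vary more than others of their decile could raise this number too. The opposite changes also exceeded the permutations, at 28 against 16.1 on average, and the cause of that excess was not tested. The fold changes of the replicate 1 pair followed GC content with rho -0.0771 and those of the replicate 2 pair with rho -0.420, so a GC trend would not readily act alike in both. Genes of this set named here were chosen after their values were seen. Olig1 had 31 and 167 counts in the proliferating replicates and 3 and 4 in the neuron replicates, Trim9 had 104 and 173 against 6 and 8, and Itga7 had 134 and 320 against 12 and 34. As a hypothesis, a shared response to the change of culture medium may underlie these 90 genes, although the edgeR test without a block called 0 of them and 438 genes had an unadjusted p-value under 0.05.

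The gene lengths behind the deposited RPKM values exceeded the length of one transcript for genes with several RefSeq transcripts, which were 75.4% of 14751 protein-coding genes. For the 3623 genes with 1 RefSeq transcript the median ratio was 0.998. For Chd7, with 6 RefSeq transcripts, the implied length was 61059 bases against 10216 for its longest GENCODE transcript. A sum over all transcripts is consistent with 29 of 29 small RNA genes with several transcripts, whose implied length was the transcript number times their own length, and with a ratio to one transcript that rose with the transcript number (Spearman's rho 0.944 over 14751 protein-coding genes). The span of the gene is argued against by a median ratio of 0.425. RPKM levels of genes with different numbers of transcripts are therefore not comparable in these data, while ratios between libraries are. No biological explanation applies here.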
